A study of Homo sapiens with 6 samples. Its data were reported in "JMJD6 is a tumorigenic factor and therapeutic target in neuroblastoma" (2019).

How the data were processed

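ChIP-seq samples from CHP-134 neuroblastoma cells were grouped by the antibody named in their labels, with 3 replicates for N-Myc and 3 for JMJD6. The 12 deposited lists hold the chromosome, start and end of peaks or regions, with a gene symbol or nearest genes for some, for each protein and for regions bound by both. No list has a column per sample.

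According to the methods of the study and the labels, the authors aligned reads with BWA, handled them with SAMtools and BEDTools, and called peaks in each replicate against input DNA with MACS2 at its default settings and a q-value maximum of 0.05. Peaks found in all 3 replicates of a protein were kept as common peaks. Promoters were taken as 1 kb on each side of a RefSeq transcription start site. Enhancers and super-enhancers were defined with ROSE from H3K27ac ChIP-seq peaks, stitched within 12.5 kb after removal of start sites, and nearest genes were assigned with GREAT. The H3K27ac data and the reads were not used here. The deposited values are positions in bp, and the deposited lists contain no height, q-value, fold enrichment, count or coverage. The read number of each sample was not used here, beyond the minimum per sample that the study states, a stricter peak threshold could only be imitated by peak width, and replicates could be neither compared nor left out one at a time. The JMJD6 antibody was used with double cross-linking and the N-Myc antibody with formaldehyde alone.

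The genome build of the lists was checked against the reference sequence (GRCh37) and GENCODE version 44 lifted to that build. Of 177 JMJD6 promoters, 161 carried a symbol found in the annotation, and the promoter centre of 144 of these (89.4%) lay within 100 bp of an annotated start site of that symbol. For N-Myc it was 4150 of 4712 (88.1%). Mitochondrial coordinates are not printed, since the mitochondrial sequence of the authors' reference may be another version.

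Peaks were called shared when they overlapped by at least 1 bp. Chance overlap was computed by placing each JMJD6 peak at random on its own chromosome 100000 times, which makes 1e-05 the smallest p. Regions were matched between proteins by identical coordinates. Shares have exact (Clopper-Pearson) binomial 95% confidence intervals, and shares were compared with two-sided Fisher's exact tests, adjusted by the Benjamini-Hochberg method within each family. Widths were compared by permutation tests of the difference in medians with 100000 resamples. Motifs were counted on both strands in the reference sequence. For the 6-mer scan and the motif module, 100 bp on each side of the peak centre were used, and all 2080 6-mers (a 6-mer and its reverse complement counted as one) were tested with one-sided Fisher's exact tests. Sequence uniqueness of a peak was the share of its 75-mers that occur once in the reference on either strand. Clustered regions are the mitochondrial genome, chromosome Y, peaks within 1 Mb of an assembly gap of at least 50 kb, chromosome 2 between 14 and 18 Mb and chromosome 1 between 89 and 90 Mb. Analyses were run with Python 3.11.15, numpy 2.4.6, SciPy 1.17.1, statsmodels 0.14.6 and pysam 0.24.0, and plots with matplotlib 3.10.9.

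Some of the procedures were tested on simulated data. Of 200 random lists of 561 peaks, 2.00% had a placement p under 0.05, and with 56 shared peaks planted all of 50 lists passed. For a width test of the mean on the log2 scale, with fewer resamples, 3.50% of 400 unrelated pairs had a p under 0.05. The test of the difference in medians was not simulated. The 6-mer scan gave a mean of 0 6-mers past the threshold in 20 random sets of 70 promoter peaks, and a 6-mer planted in 20 of the peaks passed in every set.

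Tests, alternatives and the rule for named genes were fixed before the data were examined, except where stated in the closing section. Alternatives covered the overlap that counts as shared, the range of placement, wider peaks, autosomes, the MYCN region, merged regions, region length and the motif definition. The rule named MYCN, MYC, E2F2, JMJD6 and MXRA7 among others regardless of their values, every JMJD6-bound super-enhancer if there were at most 10, the 10 co-bound promoters with the widest JMJD6 peak, since the lists have no score, and the 3 bins of 1 Mb with the most JMJD6 peaks. Some genes covered by this rule or by the gene list of the closing section are not reported here.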

Results

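Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out in CHP-134 cells, a human neuroblastoma cell line, with an antibody against N-Myc or an antibody against JMJD6. JMJD6 is a jumonji domain protein reported to demethylate histone arginines, and N-Myc is the transcription factor encoded by MYCN. The 6 samples formed 2 groups of 3 replicates, 1 group per antibody. The comparisons address whether JMJD6 and N-Myc occupy the same promoters, enhancers and super-enhancers, which bears on whether the proteins act on chromatin as a complex. The values are the positions of peaks that were common to all 3 replicates, and of the promoters, typical enhancers and super-enhancers bound in them. The lists give no peak height, score or read count, so the depth behind a peak is unknown beyond a minimum number of reads per sample stated by the study, and no spread between replicates could be computed. JMJD6 samples were cross-linked with disuccinimidyl glutarate before formaldehyde and N-Myc samples with formaldehyde alone, so every difference between the lists is also a difference between cross-linking protocols. Confidence intervals below are exact binomial 95% intervals and cover counting error over the listed items only. Coordinates are 1-based on GRCh37.

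The N-Myc list held 10172 common peaks with a median width of 418 bp and a total length of 4883 kb. The JMJD6 list held 561 common peaks with a median width of 435 bp and a total length of 330.4 kb. Of the JMJD6 peaks, 241 overlapped an N-Myc peak by at least 1 bp, or 43.0% (95% CI 38.8 to 47.2%). Placing the JMJD6 peaks at random on their own chromosomes gave a mean of 11.9 overlapping peaks with an SD of 2.01 (100000 placements, one-sided permutation p = 1e-05, the smallest that number of placements can give). The overlap was 20.2 times the random number over all chromosomes and 94.8 times on autosomes alone, where 215 peaks overlapped against 2.27 at random. Most of the random number over all chromosomes thus came from peaks off the autosomes. Among these were 12 mitochondrial JMJD6 peaks, placed at random on a genome of only 16569 bp. Of those 12 peaks, 7 were shared. When placement was restricted to within 100 kb of each peak's own position, which keeps local peak density, the random mean rose to 35.3 and p remained 1e-05. The alternative that moved the share most left out clustered regions, described below, and gave 67 of 287 JMJD6 peaks, or 23.3% (95% CI 18.6 to 28.7%), against 1.23 at random (permutation p = 1e-05). Conversely, 2.37% of the N-Myc peaks overlapped a JMJD6 peak (95% CI 2.08 to 2.68%). The 241 shared peaks had identical start and end positions in the JMJD6 list, in the N-Myc list and in the deposited list of shared peaks, so the lists had been placed on a joint set of intervals.

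**Figure D1:**
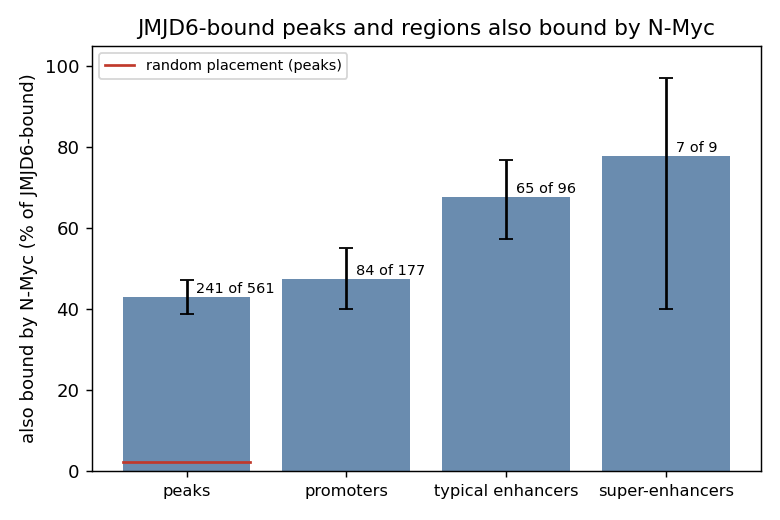
Share of JMJD6-bound peaks, promoters, typical enhancers and super-enhancers also bound by N-Myc, in percent of the JMJD6-bound items, with exact 95% confidence intervals as error bars and the counts beside each bar. The red line, drawn on the bar for peaks only, marks the 2.13% overlap given by random placement of the peaks over all chromosomes. On autosomes alone that overlap was 0.430%. No random value was computed for the region classes, and the interval for super-enhancers runs from 40.0 to 97.2%.

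Of 177 promoters bound by JMJD6 (within 1 kb of a RefSeq start site), 84 were also bound by N-Myc, or 47.5% (95% CI 39.9 to 55.1%); neither promoter list held a promoter on chromosome X. The share among typical enhancers was 65 of 96, or 67.7% (95% CI 57.4 to 76.9%). Among super-enhancers it was 7 of 9, or 77.8% (95% CI 40.0 to 97.2%). The share was higher at typical enhancers than at promoters (odds ratio 2.32, two-sided Fisher's exact p = 0.0015, adjusted p = 0.0044 by Benjamini-Hochberg over the 3 pairs of classes). Super-enhancers did not differ detectably from promoters (odds ratio 3.88, Fisher's exact p = 0.095, adjusted p = 0.142) or from typical enhancers (odds ratio 1.67, Fisher's exact p = 0.716, adjusted p = 0.716). Many of the promoters were alternative start sites of one gene or of neighbouring genes, and merging overlapping promoters gave 54 of 121, or 44.6%. Without the segment of chromosome 6 between 26 and 34 Mb the promoter share was 84 of 149, or 56.4% (95% CI 48.0 to 64.5%). Counting a region only where its JMJD6 peak overlapped an N-Myc peak gave 52.1% of typical enhancers (95% CI 41.6 to 62.4%) and 42.9% of promoters (95% CI 35.5 to 50.6%), and the classes then did not differ detectably (odds ratio 1.44, Fisher's exact p = 0.163, adjusted p = 0.489). Not every region listed as N-Myc-bound held a common N-Myc peak: 131 of 5114 promoters, 144 of 4649 typical enhancers and 3 of 162 super-enhancers did not.

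Taken from the side of N-Myc, JMJD6 was bound to a small part of each class. The share was 84 of 5114 N-Myc-bound promoters, or 1.64% (95% CI 1.31 to 2.03%), and 65 of 4649 typical enhancers, or 1.398% (95% CI 1.08 to 1.78%). For super-enhancers it was 7 of 162, or 4.32% (95% CI 1.75 to 8.70%). Super-enhancers were more often co-bound than typical enhancers (odds ratio 3.18, two-sided Fisher's exact p = 0.010). That difference was no longer past its threshold in a logistic regression with log2 region length as a covariate (odds ratio 1.53, 95% CI 0.62 to 3.79, p = 0.357), nor without the regions between 14 and 18 Mb on chromosome 2 (odds ratio 2.43, Fisher's exact p = 0.067). The odds of co-binding rose 1.28-fold per doubling of length in that regression (95% CI 1.09 to 1.49). The difference stayed past the threshold against the typical enhancers within the length range of the super-enhancers (odds ratio 2.73, Fisher's exact p = 0.021), a range that keeps 3507 of the 4649 and so controls length only loosely. The median length of N-Myc-bound super-enhancers was 28.4 kb and that of typical enhancers 2.55 kb. Promoters and typical enhancers did not differ detectably (odds ratio 1.18, Fisher's exact p = 0.363). Against the 2192 typical enhancers that overlapped no promoter listed for either protein, of which 17 were co-bound, the promoters were more often co-bound (odds ratio 2.14, Fisher's exact p = 0.0030). That filter depends in part on JMJD6 binding. Removing enhancers over N-Myc-bound promoters alone left 2194, of which 19 were co-bound (odds ratio 1.91, Fisher's exact p = 0.0091).

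Co-bound regions were then examined for whether the JMJD6 peak and the N-Myc peak overlapped. Shared peaks are identical joint intervals, so an overlap shows a common interval. It cannot show that the signals of the proteins lay at one point within it. The peaks overlapped each other in 76 of 84 co-bound promoters, or 90.5% (95% CI 82.1 to 95.8%). They did so in 48 of 65 typical enhancers, or 73.8% (95% CI 61.5 to 84.0%), and in 5 of 7 super-enhancers, or 71.4% (95% CI 29.04 to 96.3%). The typical enhancers as listed were not separate from promoters. Of the 96 enhancers bound by JMJD6, 65.6% overlapped a JMJD6-bound promoter (95% CI 55.2 to 75.02%). The share was 52.8% of 4649 for N-Myc (95% CI 51.4 to 54.3%) and 60.0% of the 65 bound by both (95% CI 47.1 to 72.0%).

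Peak widths were compared by permutation tests of the difference in medians (100000 resamples, two-sided). JMJD6 peaks were wider than N-Myc peaks by 17 bp, which did not pass the threshold (permutation p = 0.070). The sign depended on the shared peaks: among peaks listed for a single protein the difference was -22.5 bp (393.5 bp for 320 JMJD6 peaks, 416 bp for 9931 N-Myc peaks, permutation p = 0.053). N-Myc peaks that overlapped a JMJD6 peak were wider than the others by 158 bp (medians of 574 and 416 bp, permutation p = 1e-05). The shared intervals are joint intervals of both lists, which can widen them.

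The distribution over chromosomes differed between the lists. Among 25 chromosomes tested, counting the mitochondrial genome as one of them, 13 had an adjusted p under 0.05 (two-sided Fisher's exact test with Benjamini-Hochberg adjustment), 6 with a larger and 7 with a smaller share of the JMJD6 peaks. The largest excess was in the mitochondrial genome, with 12 JMJD6 peaks (2.14%) against 7 N-Myc peaks (0.069%) and an odds ratio of 31.7 (Fisher's exact test, adjusted p = 1.67e-10). The 12 peaks covered 85.4% of the mitochondrial sequence. Chromosome Y held 18 JMJD6 peaks (3.21%) against 26 N-Myc peaks (0.256%), with an odds ratio of 12.9 (Fisher's exact test, adjusted p = 4.68e-11), and all 18 were shared. On chromosome 2 the shares were 13.9% and 7.45% (odds ratio 2.01, Fisher's exact test, adjusted p = 3.16e-06), and on chromosome 16 they were 8.73% and 4.32% (odds ratio 2.12, adjusted p = 5.77e-05). Without the peaks between 14 and 18 Mb, chromosome 2 reversed to 4.17% against 6.79% (odds ratio 0.597, Fisher's exact test, adjusted p = 0.042), and chromosome 1 passed the threshold with 13.9% against 10.1% (Fisher's exact test, adjusted p = 0.024). Neighbouring peaks are not independent. With peaks closer than 1 Mb counted once, 6 chromosomes passed the threshold, and chromosomes Y, 2 and 16 were not among them (Fisher's exact test, adjusted p = 1, 0.536 and 0.565). This counting left 250 JMJD6 and 681 N-Myc peaks, so it thinned the denser N-Myc list more, and it cannot test the mitochondrial genome, which is shorter than 1 Mb. Without clustered regions 2 of 23 chromosomes passed. These were chromosome 19, with 11.8% of JMJD6 peaks against 4.51% of N-Myc peaks (Fisher's exact test, adjusted p = 1.57e-05), and chromosome 6, with 11.5% against 5.76% (adjusted p = 0.0034). The direction on chromosome 6 reversed with peaks closer than 1 Mb counted once, to 2.40% of JMJD6 against 7.49% of N-Myc (Fisher's exact test, adjusted p = 0.015).

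**Figure D2:**
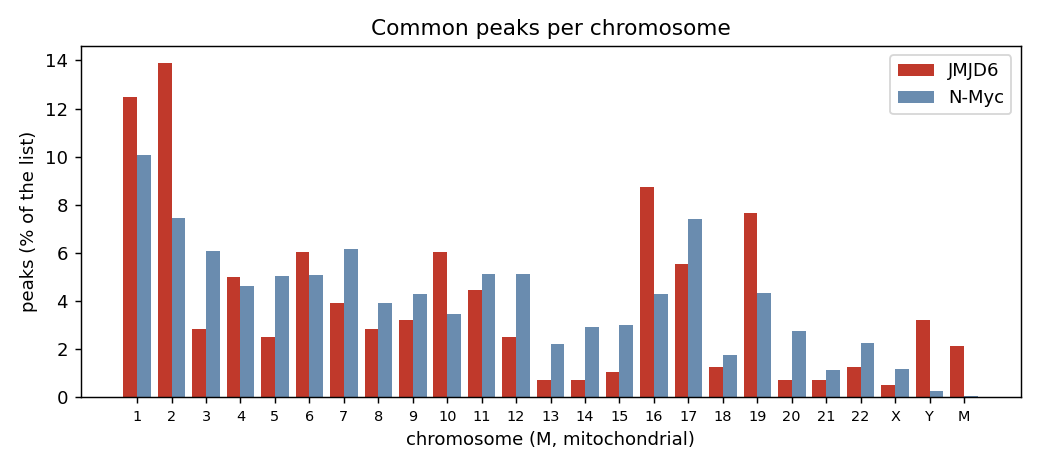
Common peaks per chromosome, in percent of all peaks of the JMJD6 list (red, 561 peaks) and of the N-Myc list (blue, 10172 peaks). JMJD6 peaks were over-represented on chromosomes 2, 10, 16, 19, Y and M (mitochondrial) before clustered peaks were taken into account.

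The 3 bins of 1 Mb with the most JMJD6 peaks held 103 of them. The bin from 46 to 47 Mb on chromosome 16 held 40 JMJD6 peaks between 46385796 and 46435649, directly beside the centromeric assembly gap that ends at 46385801. All 40 were shared with N-Myc, whose list had 43 peaks in that bin. The bin from 15 to 16 Mb on chromosome 2 held 39 JMJD6 peaks, 17 of them shared, and 47 N-Myc peaks. The bin from 89 to 90 Mb on chromosome 1 held 24 JMJD6 peaks between 89559070 and 89687034, 11 of them shared, and 18 N-Myc peaks. Some of these lay within GBP2 and GBP7. No JMJD6 peak of these 3 bins overlapped a listed promoter. Between 14 and 18 Mb on chromosome 2 there were 57 JMJD6 peaks in all, from 14828181 to 16046021, upstream of MYCN; 22 of them overlapped NBAS and 3 overlapped DDX1. Mitochondrial, Y and gap-adjacent peaks (within 1 Mb of an assembly gap of at least 50 kb) made up 39.6% of the JMJD6 list (222 peaks) and 13.3% of the N-Myc list. Together with the clusters on chromosomes 1 and 2, with peaks in more than one category counted once, these clustered regions held 274 JMJD6 peaks. They also held 174 of the 241 shared peaks, or 72.2%.

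**Figure D3:**
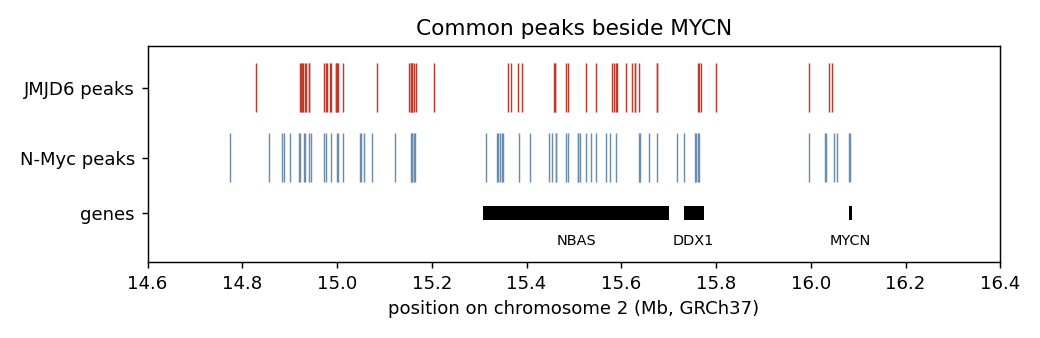
Position of common JMJD6 peaks (red) and N-Myc peaks (blue) beside MYCN on chromosome 2, in Mb on GRCh37, with 3 protein-coding genes of the region drawn to scale as black boxes. JMJD6 peaks ran from 14828181 to 16046021, and none of the 57 overlapped a listed promoter.

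Outside the clustered regions, 44.6% of 287 JMJD6 peaks had their midpoint within 1 kb of an annotated start site of a coding or long non-coding gene (95% CI 38.8 to 50.6%). The value was 68.7% for the 67 shared peaks (95% CI 56.2 to 79.4%) and 37.3% for the 220 JMJD6 peaks without N-Myc (95% CI 30.9 to 44.03%). Over the whole lists it was 42.5% for N-Myc (95% CI 41.5 to 43.4%) and 27.8% for JMJD6 (95% CI 24.1 to 31.7%), with 26.97% of the 241 shared peaks (95% CI 21.5 to 33.04%) and 28.4% of the 320 JMJD6 peaks without N-Myc (95% CI 23.6 to 33.7%).

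The canonical E-box (CACGTG), the sequence bound by Myc proteins, was counted in the reference sequence of the peaks. It occurred in 34.1% of 9931 N-Myc peaks without JMJD6 (95% CI 33.1 to 35.0%) and in 4.99% of 9816 windows of equal width placed 5 kb downstream of such peaks (95% CI 4.57 to 5.44%). Of the 241 shared peaks 17 held it, or 7.05% (95% CI 4.16 to 11.1%), and of the 320 JMJD6 peaks without N-Myc 14 held it, or 4.38% (95% CI 2.41 to 7.23%). Both intervals include the share of the downstream windows. Shared peaks did not differ detectably from JMJD6 peaks without N-Myc (odds ratio 1.66, two-sided Fisher's exact p = 0.193) and held the motif less often than N-Myc peaks without JMJD6 (odds ratio 0.147, Fisher's exact p = 8.59e-23). Without clustered regions the share was 12 of 67 shared peaks, or 17.9% (95% CI 9.61 to 29.2%), and 9 of 220 JMJD6 peaks without N-Myc, or 4.09% (odds ratio 5.12, Fisher's exact p = 0.00054). The shared peaks then remained below N-Myc peaks without JMJD6, at 33.8% (odds ratio 0.427, Fisher's exact p = 0.0060).

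**Figure D4:**
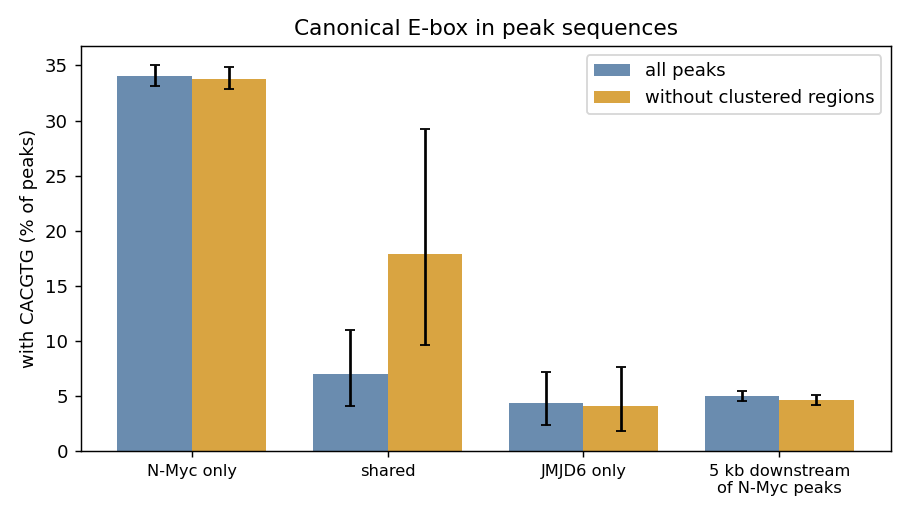
Share of peaks whose sequence holds CACGTG, in percent, for N-Myc peaks without JMJD6, shared peaks, JMJD6 peaks without N-Myc, and windows 5 kb downstream of N-Myc peaks, with exact 95% confidence intervals; blue bars show all peaks and orange bars leave out clustered regions. Shared peaks reached 7.05% with all peaks and 17.9% without clustered regions, against 34.1% and 33.8% for N-Myc peaks without JMJD6.

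The genes at the centre of the study were looked up regardless of their values. At MYCN (chromosome 2, 16080672 to 16087129, plus strand) an N-Myc peak from 16079972 to 16080771 covered the start site and the overlapping antisense gene MYCNOS. The nearest JMJD6 peak was intergenic, from 16045291 to 16046021, 34.7 kb upstream, and was not shared. The MYCN promoter was in the N-Myc list alone. Of the regions assigned to MYCN by nearest gene, 3 super-enhancers and 2 typical enhancers were bound by N-Myc and 1 typical enhancer by JMJD6. At E2F2 (chromosome 1, 23832930 to 23857725, minus strand) an N-Myc peak from 23857664 to 23858326 covered the start site, and the nearest JMJD6 peak was 2467 kb away. At MXRA7 (chromosome 17, 74668633 to 74707086, minus strand), a neighbour of JMJD6, an N-Myc peak from 74705241 to 74706051 lay in the untranslated region and covered an annotated start site. That peak was also the N-Myc peak nearest to JMJD6 (chromosome 17, 74708914 to 74722881, minus strand), 16.8 kb from the start of the gene as annotated. The JMJD6 promoter was in neither list. By ChIP-PCR in CHP-134 cells, however, the study found N-Myc enriched at the E-box region of the JMJD6 promoter. Absence from a list of peaks common to all replicates is therefore no evidence that N-Myc does not bind there. At MYC (chromosome 8, 128747680 to 128755197, plus strand) the nearest N-Myc peak, from 128807492 to 128807809, lay 59.8 kb downstream of the start site in an exon of PVT1, and 2 typical enhancers assigned to MYC were bound by N-Myc and none by JMJD6. The JMJD6 lists therefore held no promoter of these 5 genes.

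The 9 super-enhancers bound by JMJD6 each contained 1 JMJD6 peak, except the one at ATF7IP, which contained 2. In 8 of them the JMJD6 peaks were labelled intronic: within CROCC, KIAA1217, WDR74, ATF7IP, TTC8 and DLG4, and at 2 positions within NBAS. These labels come from coding and long non-coding genes only, so small RNA genes could not be named. An intronic label does not exclude a start site. The distance listed for WDR74 places a start of that gene inside its JMJD6 peak. The other held its peak in the untranslated region of TMEM107 (chromosome 17, 8076293 to 8077061). N-Myc was bound to all but those at KIAA1217 (chromosome 10, 24401037 to 24415269) and ATF7IP (chromosome 12, 14536931 to 14572014). The JMJD6 peak coincided with an N-Myc peak at CROCC (chromosome 1, 17221599 to 17254556), WDR74 (chromosome 11, 62597955 to 62630283), DLG4 (chromosome 17, 7094896 to 7156913), TMEM107 (chromosome 17, 8042494 to 8127548) and one of the NBAS regions (chromosome 2, 15514352 to 15529085). It did not at TTC8 (chromosome 14, 89253166 to 89345048) or the other NBAS region (chromosome 2, 15382269 to 15385014). The NBAS regions lie in the cluster beside MYCN, and the JMJD6 peaks of the NBAS regions and of CROCC are gap-adjacent.

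The 10 co-bound promoters with the widest JMJD6 peak had 6 peaks between them, all shared with N-Myc. The widest, 2162 bp, lay on the mitochondrial genome at the gene listed as RNR2. A peak of 1800 bp from 28974290 to 28976089 on chromosome 1 covered RNU11, which encodes a small nuclear RNA, and is gap-adjacent. Gene pairs on opposite strands shared the other peaks. RFX5 and GBAT2 had a peak of 1483 bp (chromosome 1, 151319132 to 151320614, intronic in the antisense gene of RFX5), and POLR1A and PTCD3 one of 1127 bp (chromosome 2, 86332498 to 86333624, untranslated region of POLR1A). CD3EAP and PPP1R13L had a peak of 1069 bp (chromosome 19, 45909115 to 45910183), and POLDIP3 and RNU12 one of 1068 bp (chromosome 22, 43011037 to 43012104).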

Values the study reported

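The study reported that about 47% of JMJD6-bound promoters also had N-Myc bound, and that most typical enhancers and super-enhancers with JMJD6 also had N-Myc.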

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

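The alternatives that left out clustered regions, mitochondrial, Y and gap-adjacent peaks or chromosome 6 between 26 and 34 Mb, or that used unique 75-mers, other start sites, peaks of a single protein, enhancers without N-Myc-bound promoters or JMJD6 peaks away from gaps, and the comparison of promoters with enhancers by overlapping peaks, were chosen after seeing the data. Of 75 alternatives over all results, 14 left the value untouched by construction. Of the other 61, 39 kept the direction and side of the threshold, a similar count of chromosomes, or a value within the main confidence interval.

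The excess of shared peaks over random placement was past its threshold in all alternatives, with a permutation p = 1e-05 in each. The share of JMJD6 peaks with an N-Myc peak moved from 43.0% to 49.2% when gaps of up to 1 kb counted, to 51.2% for the wider JMJD6 peaks, to 26.2% with the wider N-Myc peaks only, to 26.8% without mitochondrial, Y and gap-adjacent peaks and to 23.3% without clustered regions. Requiring a larger overlap between the peaks moved nothing, because shared peaks have identical positions, so those alternatives say nothing about stability. The same holds for matching regions by overlap, for merging enhancers and for leaving out the MYCN region at JMJD6-bound promoters, of which it holds none. The promoter share rose to 56.4% without the chromosome 6 segment, and the typical enhancer share fell to 52.1% where the JMJD6 peak itself had to overlap an N-Myc peak, a rule under which promoters and typical enhancers did not differ detectably. The share of typical enhancers over a bound promoter was 46.3% for N-Myc with the start site inside the enhancer, and 73.8% for regions bound by both with any listed promoter.

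The higher odds of co-binding at super-enhancers lost the threshold with length as a covariate (1.53), without the MYCN region (2.43) and with JMJD6 peaks away from gaps (2.11), and kept it against typical enhancers in the same, wide length range (2.73); 7 co-bound super-enhancers limit this result. Promoters passed the threshold against typical enhancers free of promoters bound by either protein (odds ratio 2.14) or by N-Myc (1.91). The width difference between JMJD6 and N-Myc peaks passed it on autosomes (29 bp) and on the log2 scale (0.10), and changed sign among peaks listed for one protein (-22.5 bp) and the same without clustered regions (-19 bp). For chromosomes, 13 past the threshold became 14 without the MYCN region, with chromosome 2 reversed, and 6 with neighbouring peaks counted once and 2 without clustered regions, where fewer peaks were tested. The E-box difference between shared and other JMJD6 peaks passed it without clustered regions (odds ratio 5.12) and with CANNTG (2.07), a motif in 89.2% of shared peaks, 80.0% of other JMJD6 peaks and 88.9% of windows downstream of N-Myc peaks, so the latter shows no enrichment in shared peaks. Beyond the removal of peaks or regions by construction, the cause of these changes was not tested.

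No paired analysis was possible because the lists hold the 3 replicates of each protein together, and for the same reason leaving out single replicates was not possible.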

Other observations

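Chosen only after the result was seen were the test of overlap without gap-adjacent sequence, the use of the planned overlap without the MYCN region as a test of copy number, the tests of promoters at the clusters on chromosomes 1 and 2, the counts of N-Myc peaks in those clusters, both tests on chromosome 16, the test of a 6p gain and the test of the X-box and Y-box module; the list of antigen presentation genes was also drawn up after the JMJD6 promoters had been seen.

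JMJD6 and N-Myc peaks coincided far more often than at random, but 72.2% of the shared peaks lay in clustered regions. A pile-up at repeats beside gaps and in the mitochondrial genome does not account for all of it, since 91 shared peaks remained outside that sequence against 1.48 at random (permutation p = 1e-05). High copy number of the MYCN region does not either, with 218 shared peaks remaining without it against 11.7 at random. A general recovery of start sites by both antibodies was tested without clustered regions, by moving each JMJD6 peak near a start site to another coding start site at the same distance. The 67 shared peaks compare with 12.8 under that placement (permutation p = 1e-05). A preference for coding start sites regardless of activity therefore explains part of the excess at most. The placement drew from all annotated coding start sites, active or not. The study profiled histone marks in these cells, but they were not used here to pick active start sites. A preference for active start sites was thus not tested, and sites of open chromatin that attract any antibody remain an open explanation. Cross-linking protocol cannot be separated from antibody.

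The 222 JMJD6 peaks in mitochondrial, Y and gap-adjacent sequence may stem in part from reads that cannot be placed uniquely. Some of these peaks, including those of the NBAS super-enhancers, also belong to the cluster beside MYCN. In the 220 with a value, 75-mers were unique in 81.4% on average, against 97.8% in JMJD6 peaks outside clustered regions (permutation p = 1e-05). Only 25 of the 220 were mostly repeated sequence. With only mostly unique JMJD6 peaks kept, 213 of 530 (40.2%) were shared with N-Myc, against 43.0% of all. The unique share was lower still, 59.6% on average, for the 39 peaks with a value on chromosome 16 beside the centromere. Of these, 10 were mostly repeated. Copies of that sequence missing from the assembly are a further candidate explanation, as they would give peaks with any antibody: all 40 of these JMJD6 peaks, 100%, were shared with N-Myc, against 23.3% outside clustered regions (Fisher's exact p = 1.06e-22). Joint binding predicts this as well, and no biological explanation was tested. The Fisher's test counts neighbouring peaks of the same cluster as independent, so its p-value overstates the evidence. The cluster was also picked for its density.

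The cluster of 57 JMJD6 peaks beside MYCN lay in sequence that was 97.7% unique, no lower than elsewhere (permutation p = 0.928), which argues against misplaced reads. Binding at promoters is also argued against, since 0% of these peaks overlapped a listed promoter, compared with 38.7% of JMJD6 peaks outside clustered regions (Fisher's exact p = 3.28e-11). That p-value counts neighbouring peaks of the same cluster as independent and so overstates the evidence. More copies of the region may have raised the signal of either antibody: the N-Myc list held 72 peaks between 14 and 18 Mb, 5.48 times the number given by length alone. The JMJD6 list held 78.6 times that number, so copies would have to act more strongly on it, as they might if specific signal was weaker. The study describes these cells as MYCN amplified, so extra copies at MYCN itself are a stated property of the line. Copy number was not analysed here, so how far the amplified segment reaches is not known. Binding to a more open amplified region stays open.

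The same pattern appeared on chromosome 1 between 89 and 90 Mb, over the GBP genes, where the 24 JMJD6 peaks averaged 98.6% unique 75-mers (permutation p = 0.770) and 0% overlapped a listed promoter (Fisher's exact p = 2.25e-05). Here too the Fisher's test counts neighbouring peaks of the same cluster as independent. The N-Myc list was dense there too, again at 5.48 times the number given by length. The JMJD6 list held 132.4 times that number, so a gain alone would have to act far more strongly on it. A focal gain of this segment in the cells could produce such a cluster, and would be checked from the coverage of the input DNA.

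JMJD6 promoters without N-Myc were rich in antigen presentation genes. Of 79 gene symbols 24 were in a list of 30 such genes, among them HLA-B, HLA-C, HLA-E, HLA-DRA, B2M, TAP1, PSMB9, CD74, MR1 and the BTN2A and BTN3A genes, against 0 of 4075 symbols bound by N-Myc alone and 0 of 75 bound by both. Because the list was drawn up from the JMJD6 promoters, no p-value is given. Reads shared between paralogs are argued against, since the 75-mers of the 23 JMJD6 peaks at promoters of the list were 99.8% unique, compared with 98.4% in JMJD6 peaks at promoters outside the list. A gain of chromosome 6p copies stays open for the genes of that arm. Of the JMJD6 peaks between 26 and 34 Mb on chromosome 6, 82.1% lay at a listed promoter, but the segment was picked for its promoters, so this decides nothing. Such a gain would not reach B2M, CD74 and MR1, which lie on other chromosomes. These promoters are known for an X-box followed by a Y-box. An approximation of that module, AGCAAC followed by ATTGG with starts 24 to 44 bp apart, was found in 7.14% of the 70 JMJD6 promoter peaks without N-Myc outside clustered regions, against 0.065% of 3087 N-Myc promoter peaks without JMJD6. Both motifs had already been seen to be frequent in these 70 peaks, so the excess is no independent evidence and no p-value is given. The module occurred in 3 of 23 peaks at promoters of the list, in 2 of 47 at promoters outside it and in 2 of 41 shared promoter peaks. A hypothesis is that the JMJD6 antibody recovered chromatin held by the factors of this module, to which RFX5, whose own promoter was co-bound, belongs. It rests on 5 peaks. Whether JMJD6 itself or another protein recognised by the antibody was recovered may not be separable without a JMJD6-depleted control, which was not analysed here.

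The scan of 2080 6-mers gave 20 with an adjusted p under 0.05 in those 70 peaks, led by AGCAAC, in 30.0% of the peaks against 8.36% of N-Myc promoter peaks without JMJD6 (odds ratio 4.70, Fisher's exact test, adjusted p = 0.00053). It was in 26.8% of the 41 shared promoter peaks (odds ratio 4.02, Fisher's exact test, adjusted p = 0.196), so it is not shown to be particular to promoters without N-Myc. Base composition is argued against, since the other 6-mers with the same bases had a median odds ratio of 0.930. In the 41 shared promoter peaks 3 6-mers passed. ACTACA was in 34.1% against 8.23% (odds ratio 5.78, Fisher's exact test, adjusted p = 0.0036), with a median odds ratio of 1.31 for the other 6-mers of its bases, and GACTAC was in 31.7% against 5.99% (odds ratio 7.28, adjusted p = 0.0013). The third, CTGGGA, was in 56.1% against 25.4% (odds ratio 3.75, Fisher's exact test, adjusted p = 0.023). ACTACA and GACTAC overlap in GACTACA, and a factor that binds this sequence is a candidate explanation for part of the shared promoters. CTGGGA, which is TCCCAG on the other strand, is not within GACTACA. Whether it lay beside GACTACA in the same peaks was not tested, so it may or may not belong to the same site. AGCAAC, ACTACA, GACTAC and CTGGGA were picked from the same peaks in which they were tested.

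No promoter on chromosome X was in the N-Myc or JMJD6 promoter lists. An absence of binding is argued against, since 67 of the 120 N-Myc peaks on chromosome X lay within 1 kb of a coding start site, and 69 typical enhancers on X were listed as N-Myc-bound. On autosomes 84.98% of N-Myc peaks at a coding start site overlapped a listed promoter. The promoter annotation used to make the lists may have lacked chromosome X, so promoter counts leave it out.

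The larger share of co-bound super-enhancers than typical enhancers and its dependence on length cannot be told apart here. With length as a covariate the odds ratio was 1.53, with an interval of 0.62 to 3.79 that includes both 1 and the unadjusted 3.18. Against typical enhancers in the length range of super-enhancers it was 2.73 (Fisher's exact p = 0.021), but that range keeps 3507 of 4649 typical enhancers and controls length only loosely. The number of co-bound super-enhancers, 7, keeps it open.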
